A study of Daphnia magna with 2 samples.

How the data were processed

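Single-cell RNA sequencing of the water flea Daphnia magna was analysed from 2 samples. Per the labels, whole animals were dissociated with collagenase at 4 mg/ml, and polyA RNA of single cells was barcoded with inDrops, a method that captures cells in droplets together with hydrogel beads carrying a cell barcode and a unique molecular identifier (UMI). The first sample is named for young animals and is called the young sample. The second is named for males, females, young and old animals and is called the mixed sample. Each group therefore has 1 sample.

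The authors deposited, for each sample, a matrix of whole-number counts per barcode and gene, a list of barcodes and a list of genes. Per the file headers the matrices hold integers, and no normalisation was found in the values. The aligner settings, the genome build, the annotation and the way UMIs were collapsed are not stated in the labels or headers; the counts are called UMIs here because inDrops reads carry them. The young matrix lists 442368 barcodes, of which 59936 have no count. The mixed matrix lists 48846 barcodes, and none of them has fewer than 57 counts, so the deposited matrices differ in how they were filtered. The 33957 genes are the same in both lists. A name in the list joins a human symbol, a fly symbol, a contig with a gene number and, for 28828 genes, an identifier that starts with DAPMA1EVG (EVG identifier below). Only 9030 genes carry a symbol, and 17518 genes share their EVG identifier with another gene. None of the accessions or EVG identifiers matched the RefSeq gene table of assembly ASM2063170v1.1, so names were taken from the files alone and no coordinates are given. A gene is written with its human and fly symbols separated by a slash and with its EVG identifier, or with its contig and gene number where it has none.

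The barcode lists also give each barcode a library code. There are 3 codes in the young sample (CH1, CH2 and Y2) and 7 in the mixed sample (F4W, FO1, FO2, FYB, FYH, MY1 and MY2), the latter with 2 lanes each. The lanes of a code were pooled, and the barcodes of each lane were counted separately. Whether a cell can occur in both lanes was not tested. Such a cell would count as 2 barcodes in the mixed sample. The files do not spell out what a code stands for. The planned tests between sexes, ages and body parts were to be run only if the barcode lists named these classes in full, so they were not run, and no code was assigned to a class. The codes served as technical units within each sample, and they can differ from each other in ways the files do not state. A test between codes had been considered once the files were seen and was dropped for this reason.

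Barcodes with at least 500 UMIs were kept as cells. A sum of counts over the kept barcodes was made per sample and per code, and expressed as CPM, counts per 1000000 of that sum. The ratio of CPM, mixed over young, was taken for genes with at least 50 counts over both sums, with a count under 3 in a sum set to 3 for the ratio. A gene was counted as different when the ratio was at least 4 in either direction. With 1 sample per group no test between samples was possible and no p-value is given. Exact Poisson intervals at 95% are given for sums and exact Clopper-Pearson intervals at 95% for shares of cells; both cover counting error only. Where a gene has no count, 3 counts of the total are given as the upper limit. Correlations were computed across genes on log2(CPM + 1); genes are not independent replicates. To compare genes per cell at equal depth, each kept barcode was thinned to 500 UMIs without replacement. The ratio procedure was tested on simulated data for the comparison of the sample sums, in which 200 genes were changed 8-fold. The minimum of 50 counts was met by 7921 simulated genes, 184 of them changed and 7737 unchanged. The procedure placed 183 of the 200 changed genes (91.5%) past the threshold in the right direction, and 0 of the 7737 unchanged genes. Both simulated sums were Poisson draws from the pooled profile of the 2 samples, so they held counting error only. Differences between libraries, in the mix of cells or in free RNA were not simulated. The 0 is therefore no rate of false calls for the real samples.

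For clustering, counts were scaled to 10000 per cell and log-transformed. The 2000 most variable genes were chosen within each sample and ranked together, values were scaled within each sample and limited to 10 standard deviations, and 30 principal components and 15 neighbours were used with the Leiden method at resolution 1. Scrublet was run on each sample. It called 6 of 2099 young barcodes (0.286%) and 1 of 2253 mixed barcodes (0.0444%), which were removed; with so few calls doublets were in effect not removed. Clusters were named only from marker genes listed by class before the data were examined. The rule for scoring them was set afterwards. A marker counted if its mean CPM was at least 4-fold that of all other cells and at least 10% of the cluster's cells had a UMI of it, with genes that share an EVG identifier counted once. A cluster took the class with at least 3 such markers, more than any other class, and with more markers of that class than of any other among its 10 leading genes by fold. The condition on leading genes kept 5 clusters unnamed that otherwise had a leading class, and their shares are given with the results. Leading genes were taken among genes with a UMI in at least 20% of the cluster's cells. Classes are written with the ending -like.

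The genes named were fixed by rule before the data were examined: the 5 highest and 5 lowest ratios, with at most 2 each way among genes without a symbol, the 5 most abundant genes of each sum, the 3 leading genes of a cluster where it is described, and genes named vitellogenin, doublesex or globin. No gene of the list carried a vitellogenin name. Doublesex was taken as the fly symbol DSX and globin as the symbols CYGB and GLOB1. Genes and library codes discussed beyond this rule, such as the ribosomal protein genes, were chosen after their values were seen.

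The alternatives tried were minimum UMIs of 300 and 1000, sums over every deposited barcode, scaling by TMM (trimmed mean of M values, edgeR) or by DESeq2 size factors, minimum counts of 10 or none, a pseudocount of 0.1, Leiden resolutions of 0.5 and 2, scaling over both samples together, no doublet removal, 1000 variable genes and clustering after thinning to 500 UMIs. Adding up genes that share an EVG identifier, leaving out each library code in turn, leaving out the cluster mostly of Y2 and naming clusters without the condition on leading genes were added after the data were seen. The alternatives planned for tests between library codes were not run, since those tests were not made. Software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, scanpy 1.11.5, scikit-learn 1.9.0 and igraph 0.11.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0 for the scaling factors alone.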

Results

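Single-cell transcriptomes of whole Daphnia magna were compared between 1 sample of young animals and 1 sample that pooled males and females, young and old. Daphnia magna is a freshwater crustacean that reproduces mostly by parthenogenesis. The series was designed so that sexes, ages and body parts could be compared. The labels give 2 samples, and these differ in the animals and also in how the deposited matrices were filtered; other technical differences are not stated in the labels. There were no replicates, so differences are described for these 2 samples and carry no replicate check. The young matrix held 12067158 UMIs and the mixed matrix 8297129.

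At a minimum of 500 UMIs, 2099 barcodes were kept in the young sample and 2253 in the mixed sample. Kept barcodes held 19.2% of all UMIs of the young sample and 33.5% of those of the mixed sample. The order of the samples depended on the minimum: at 300 UMIs, 5019 young and 3964 mixed barcodes were kept. Numbers per library code ranged from 557 (Y2) to 830 (CH1) in the young sample. In the mixed sample they ranged from 41 (F4W) to 1103 (FYB). The median kept barcode held 829 UMIs in the young sample and 940 in the mixed sample. Medians per code ran from 674 to 911 UMIs in the young sample and from 702 to 1087.5 in the mixed sample, so the difference between samples lay within the range of the codes.

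**Figure D1:**
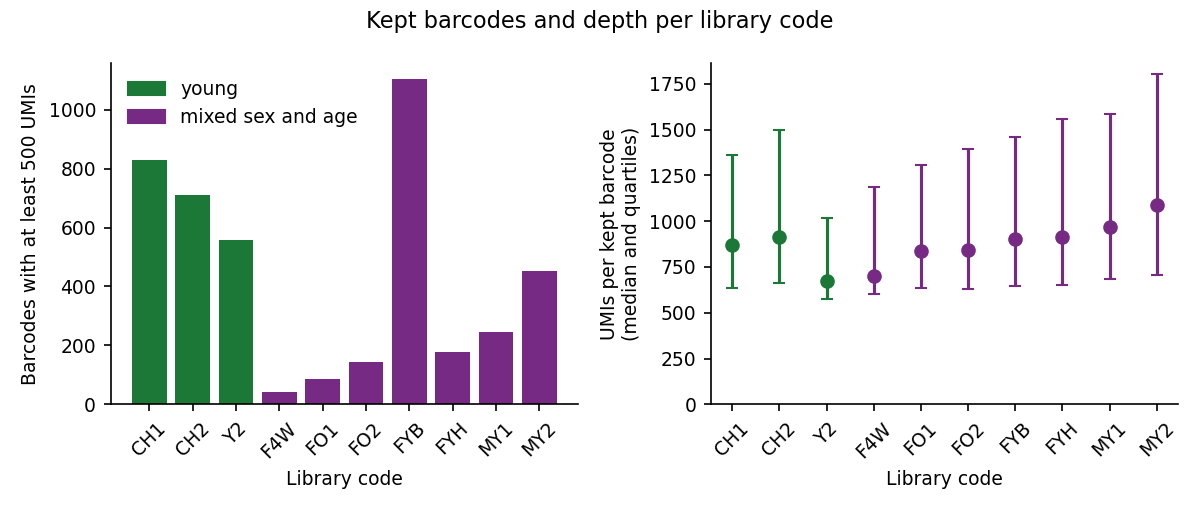
Barcodes with at least 500 UMIs (left, number) and UMIs per kept barcode (right, median as a point, quartiles as bars) for the 10 library codes, coloured by sample. FYB held the most barcodes (1103) and F4W the fewest (41).

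Each kept barcode was thinned to 500 UMIs to compare the number of genes detected. The median was 332 genes in the young sample (quartiles 300 and 362) and 359 genes in the mixed sample (quartiles 318 and 409). Without thinning the medians were 486 and 574 genes. At equal depth the codes of the young sample had medians from 307 (Y2) to 339 genes (CH2). Those of the mixed sample ran from 325 (FYH) to 425 (MY2), so the ranges overlapped.

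The sums over kept barcodes contained 2314350 UMIs for the young sample and 2779211 for the mixed sample. The 5 most abundant genes took 5.75% of the young sum and 3.17% of the mixed sum. In the young sum these were DAPMA1EVG006712, which has no symbol, at 17854 CPM, SYNE1/MSP300 (DAPMA1EVG018311) at 11810 CPM, the gene s000362F_p0.3 without a symbol at 11802 CPM, MT-ND1/MT:ND1 (s000357F_p0.2) at 8838 CPM and DAPMA1EVG002580, again without a symbol, at 7166 CPM. In the mixed sum they were EEF1A1/EEF1ALPHA1 (DAPMA1EVG018178) at 10666 CPM, DAPMA1EVG006712 at 6973 CPM, MT-CO2/MT:COII (m000184F_s0.2) at 4922 CPM, DAPMA1EVG010942 without a symbol at 4887 CPM and RNASET2/RNASEX25 (m000028F_a0.112) at 4240 CPM. Only DAPMA1EVG006712 was in both lists. Single codes, looked at only after these values were seen, moved some of the levels by over 1.5 times. Without Y2 the young sum had 6873 CPM of SYNE1/MSP300, 7218 CPM of s000362F_p0.3 and 4922 CPM of MT-ND1/MT:ND1 (s000357F_p0.2), and without FYB the mixed sum had 3196 CPM of MT-CO2/MT:COII and 2293 CPM of RNASET2/RNASEX25.

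Across the 8011 genes with at least 50 counts over both sums, log2 CPM of the samples correlated with a Pearson r of 0.398 and a Spearman rho of 0.560. The alternative that moved r most was a minimum of 10 counts, under which it was 0.583. With every code thinned to 40082 counts, r across genes was between 0.530 and 0.654 for the 3 pairs within the young sample (median 0.548) and between 0.382 and 0.675 for the 21 pairs within the mixed sample (median 0.502). It was between 0.132 and 0.458 for the 21 pairs across samples (median 0.314). The median was lower across samples, while the range overlapped that within the mixed sample.

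Of the 8011 genes, 1982 (24.7%) differed by at least 4-fold, 1093 higher and 889 lower in the mixed sum. Of the 1982 genes, 958 had no symbol. The alternative that moved this count most was the sum over every deposited barcode, with 4262 genes. The median log2 ratio of all 8011 genes was 0.52, and TMM scaling lowered it to 0.10; under that scaling 856 genes were higher and 1051 lower, so which direction was more frequent depended on the scaling. It also depended on 1 library code: without MY2, 1638 genes differed, 750 higher and 888 lower. Every mixed code lay above every young code for 404 of the 1093 higher genes, and every mixed code lay below every young code for 714 of the 889 lower genes. These numbers cannot be set against each other, because a 0 in a small mixed code rules a gene out as higher but not as lower. F4W had 40082 UMIs in kept barcodes, against 524782 in Y2, the smallest young code. DAPMA1EVG025438, the gene with the highest ratio, had 0 counts in F4W and FO1. Among all tested genes, 21.9% had no overlap between the codes of the 2 samples. Chance would give 1.67% if the 10 codes were independent and interchangeable. They are nested in 1 sample per group, and any technical difference between the samples could separate them too, so this is no test between the samples.

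**Figure D2:**
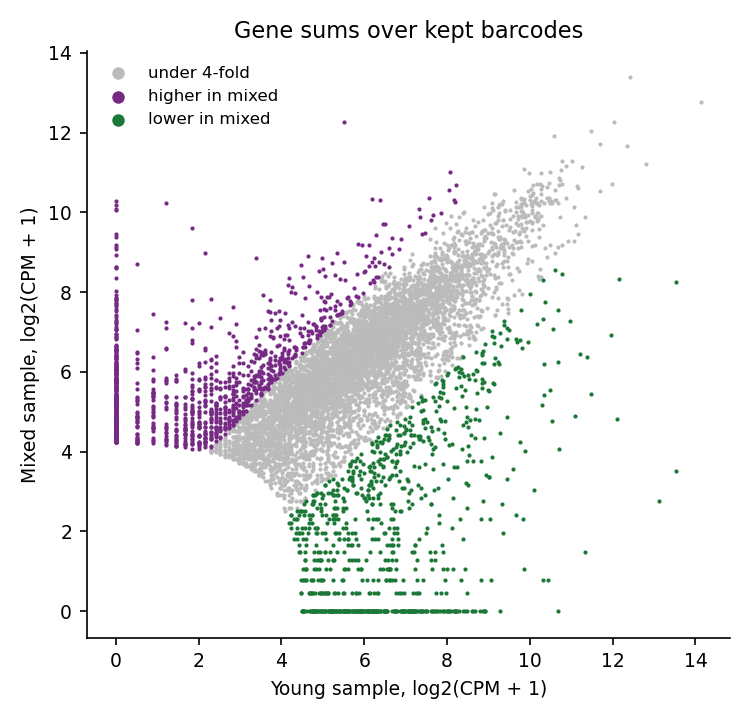
Log2(CPM + 1) of the young sum (x axis) against the mixed sum (y axis) for the 8011 genes with at least 50 counts over both sums, 1 point per gene. The 1093 genes at least 4-fold higher in the mixed sum and the 889 at least 4-fold lower are coloured, and many lie at or near 0 in 1 of the samples.

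The most extreme ratios belonged to genes with almost no counts in 1 of the samples. The 5 highest ratios, mixed over young, all belonged to genes without a symbol. The highest was that of DAPMA1EVG025438, with 1252 CPM in the mixed sum (95% interval 1211 to 1294) and 0 counts in the young sum, which allows up to 1.30 CPM and makes it at least 966-fold higher. The next, DAPMA1EVG014808, had 3342 counts in the mixed sum and 3 in the young sum, a ratio of 928 (95% interval 317 to 4501). Among the lowest ratios, MT-ND1/MT:ND1 (s000357F_p0.2) had 8838 CPM in the young sum and 5.76 CPM in the mixed sum (95% interval 3.29 to 9.35). Another gene with the same symbols (s000362F_p0.4) had 1636 CPM in the young sum and 0 counts in the mixed sum, at least 1516-fold lower. These values are uncertain where reads of mitochondrial genes with the same symbols on different contigs were split by the counting. LGR4/TRN (DAPMA1EVG007070) had 3194 counts in the young sum and 2 in the mixed sum, a ratio of young over mixed of 1279 with the mixed count set to 3, by which it is ranked, and of 1918 from the counts as found (95% interval 530 to 15842). DAPMA1EVG023349 had 5946 and 5 counts, and s000014F_p19.31 had 2977 and 2, both without a symbol. The levels behind these ratios also rested in part on single codes, again looked at afterwards. Without FYB, the mixed sum had 587 CPM of DAPMA1EVG025438 and 391 CPM of DAPMA1EVG014808. Without Y2, the young sum had 4922 CPM of the first MT-ND1/MT:ND1 gene and 921 CPM of the other, 1507 CPM of DAPMA1EVG023349 in place of 2569, 881 CPM of LGR4/TRN in place of 1380 and 459 CPM of s000014F_p19.31 in place of 1286.

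The 889 genes lower in the mixed sum made up 21.1% of the counts of kept barcodes in the young sample and 1.33% in the mixed sample. Their share in the young sample fell with the depth of the barcode, from 54.4% in barcodes of 100 to below 200 UMIs to 9.12% in barcodes of at least 2000 UMIs. The mean number of their counts per barcode was 224 in the 1292 barcodes of 500 to below 1000 UMIs, 248 in the 575 barcodes of 1000 to below 2000 and 249 in the 232 barcodes of at least 2000. The standard deviations over barcodes, which are not replicates, were 140, 183 and 148. Counts of the other 7122 tested genes rose over the same bins from 444 to 2445 per barcode. In the mixed sample, the share of the 1093 higher genes fell less, from 16.2% in barcodes of 100 to below 200 UMIs and 14.5% in barcodes of 200 to below 500 to 11.7% in barcodes of 500 to below 1000 and 11.8% in barcodes of at least 2000.

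**Figure D3:**
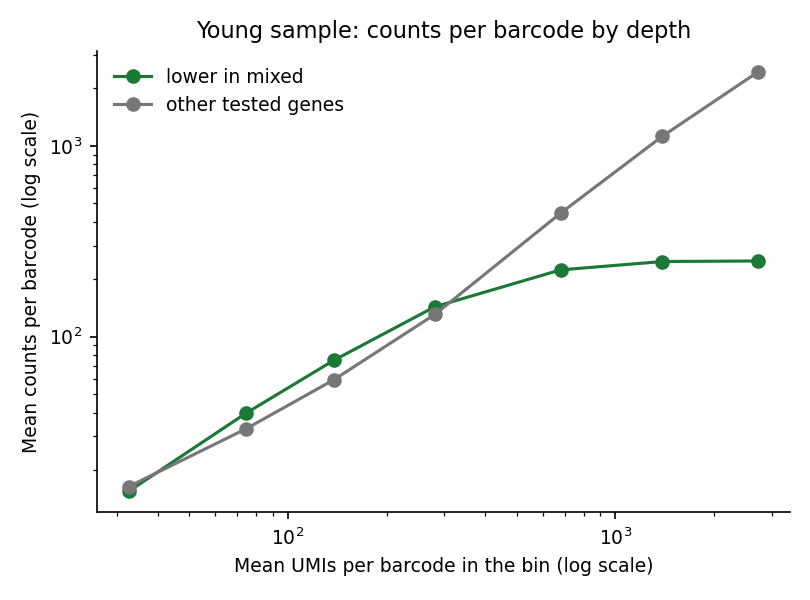
Mean counts per barcode (y axis, log scale) against mean UMIs per barcode (x axis, log scale) in 7 bins of UMIs of the young sample, for the 889 genes lower in the mixed sum and the 7122 other tested genes. The counts of the 889 genes level off at 224 to 249 per barcode above 500 UMIs, while those of the other genes reach 2445.

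Doublesex and globin genes had been listed beforehand, because doublesex is the male sex gene of Daphnia and haemoglobin varies with age and oxygen supply. Of the doublesex genes (DMRT1/DSX), DAPMA1EVG027481 had 5 counts in the young sum (2.16 CPM, 95% interval 0.701 to 5.04) and 21 in the mixed sum (7.56 CPM, 95% interval 4.68 to 11.6). The second, DAPMA1EVG027480, had 13 counts (5.62 CPM) and 28 counts (10.1 CPM), a ratio of 1.79 whose 95% interval of 0.899 to 3.77 includes no difference. The adjoining identifiers may share reads. Most mixed counts came from MY1 and MY2, with 6 and 11 of the 21 counts of DAPMA1EVG027481 and 14 and 4 of the 28 of DAPMA1EVG027480. The higher mixed levels may therefore rest on these codes, which were not left out together. Single codes moved both genes by over 1.5 times in either direction. Without MY2 the mixed level of DAPMA1EVG027481 was 4.62 CPM and without FYB 12.4 CPM, and without CH2 its young level was 1.36 CPM. Without MY1 the mixed level of DAPMA1EVG027480 was 5.66 CPM, close to the young level, and without FYB 16.5 CPM, while without CH1 its young level was 3.65 CPM. Of 5 globin genes, DAPMA1EVG022505 (CYGB/GLOB1) was the most abundant, at 509 CPM in the young sum and 502 CPM in the mixed sum, a ratio of 0.985 (95% interval 0.911 to 1.07). In the mixed sample 1343 of its 1394 counts came from the code FYB, and without FYB its level was 35.1 CPM. DAPMA1EVG024847 (CYGB/CG44174) had 38.5 CPM in the young sum and 343 CPM in the mixed sum; 921 of its 954 mixed counts came from FYB, and without that code it was at 22.7 CPM, below the young value. DAPMA1EVG016677 (CYGB) was lower in the mixed sum, with 41 counts against 192, a ratio of young over mixed of 5.62 (95% interval 4.00 to 8.08). The other globin genes had 14 and 10 counts (DAPMA1EVG011696) and 0 and 10 counts (DAPMA1EVG016465, where 0 counts allow up to 1.30 CPM), and in each of them 8 of the 10 mixed counts came from FYB. The look at single codes was chosen after these values were seen.

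Clustering of the 4345 barcodes left after doublet calling gave 29 clusters. Of these, 10 could be named from the marker list, into 7 classes, and 19 stayed unnamed with 84.9% of the young cells and 84.9% of the mixed cells. The muscle-like cluster had CNN2/MP20, an unnamed gene and MYH6/PRM as leading genes, and the neuron-like cluster had SCG5/7B2 among its first 3. The hemocyte-like clusters were named from laminin, collagen IV, papilin and SPARC genes and 1 transglutaminase gene. The other hemocyte markers listed, such as phenoloxidase, hemocytin and peroxidasin, did not count in them, so the name rests on few kinds of marker.

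Neuron-like cells made up 1.48% of the young sample (31 of 2093, 95% interval 1.01 to 2.10) and 3.06% of the mixed sample (69 of 2252, 95% interval 2.39 to 3.86). Without FYH the mixed share was 2.22% (95% interval 1.63 to 2.95) and without FYB 2.52% (95% interval 1.70 to 3.60), and both intervals overlap that of the young sample. Photoreceptor-like cells made up 0.478% (95% interval 0.229 to 0.877) and 1.78% (95% interval 1.27 to 2.41). Of the 40 photoreceptor-like cells of the mixed sample, 21 came from the code FYH, and without FYH the share was 0.917% (95% interval 0.553 to 1.43), an interval that overlaps that of the young sample. Muscle-like cells made up 0.526% (95% interval 0.263 to 0.938) and 1.38% (95% interval 0.937 to 1.95). These intervals overlapped by under 0.01 percentage points, and that of the difference, 0.248 to 1.48 points, excludes 0. Without FYB the muscle-like share of the mixed sample was 0.435%, below the young share, so 1 code decided the direction. Without Y2 the share of the young sample was 0.195% and without CH1 0.790%. Hemocyte-like cells made up 7.88% of the young sample (95% interval 6.76 to 9.12) and 5.11% of the mixed sample (95% interval 4.23 to 6.10), but only 2.70% of Y2 cells and 3.39% of the mixed sample without FYB. Without CH2 the young share was 5.86% (95% interval 4.68 to 7.23), which overlaps that of the mixed sample. The direction of this difference depended on the naming rule, which was set after the data were seen. The clusters numbered 7 and 9 had more hemocyte markers (4 each) than markers of any other class but stayed unnamed by their leading genes. They held 0.908% and 2.63% of the young sample and 7.55% and 3.77% of the mixed sample. With them the hemocyte-like shares would be 11.4% and 16.4%, higher in the mixed sample. This change of direction rests largely on FYB, which held 151 of the 170 mixed cells of cluster 7 and 82 of the 85 of cluster 9. The first leading gene of cluster 9, CYGB/CG44174, was a fat cell marker. The condition on leading genes also kept out cluster 17 with digestive-epithelium markers (1.19% and 1.42%) and clusters 10 and 18 with markers of proliferating cells. Cluster 10 held 6.50% of the young sample and 0 of 2252 mixed cells, and cluster 18 held 0 of 2093 young cells and 2.53% of the mixed sample. The 0 shares allow up to 0.133% and 0.143%. Of the 57 cells of cluster 18, 17 came from MY1 and 38 from MY2, so it sets these codes apart rather than the mixed sample as a whole. Epidermis-like cells made up 3.49% and 2.40%, the latter 1.13% without FYB, ion-transport-epithelium-like cells 21 of 2093 and 0.844%, and digestive-epithelium-like cells 0.239% and 0.488%, the former 0.158% without CH1. The intervals of the samples overlapped for these 3 classes. That of the epidermis-like difference, -2.15 to -0.0549 points, excludes 0 all the same, and without FYB the mixed interval of 0.603 to 1.93 lies below the young one of 2.74 to 4.37. Photoreceptor-like, hemocyte-like and epidermis-like cells changed the direction of their difference at a minimum of 300 UMIs, to -1.17, 0.467 and 2.71 percentage points. The ion-transport-epithelium-like difference, -0.160 points with an interval that includes 0, was also positive there, at 0.0224 points. All young shares also depend on the cluster numbered 3, which is mostly of Y2 and held 420 of the 2093 young cells but only 2 mixed cells. Leaving it out, an alternative chosen after the data were seen, gave young shares of 1.85% neuron-like (95% interval 1.26 to 2.62, which overlaps the mixed interval), 0.598% photoreceptor-like, 0.658% muscle-like, 9.86% hemocyte-like and 4.36% epidermis-like cells (95% interval 3.44 to 5.46, which lies above the mixed one). The mixed shares depend likewise on the cluster numbered 1, mostly of MY1 and MY2, with 22.7% of the mixed sample and 9 young cells. Leaving that cluster out was not tried. It would raise every named mixed share, which narrows the hemocyte-like and epidermis-like differences and widens those of neuron-like and photoreceptor-like cells.

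**Figure D4:**
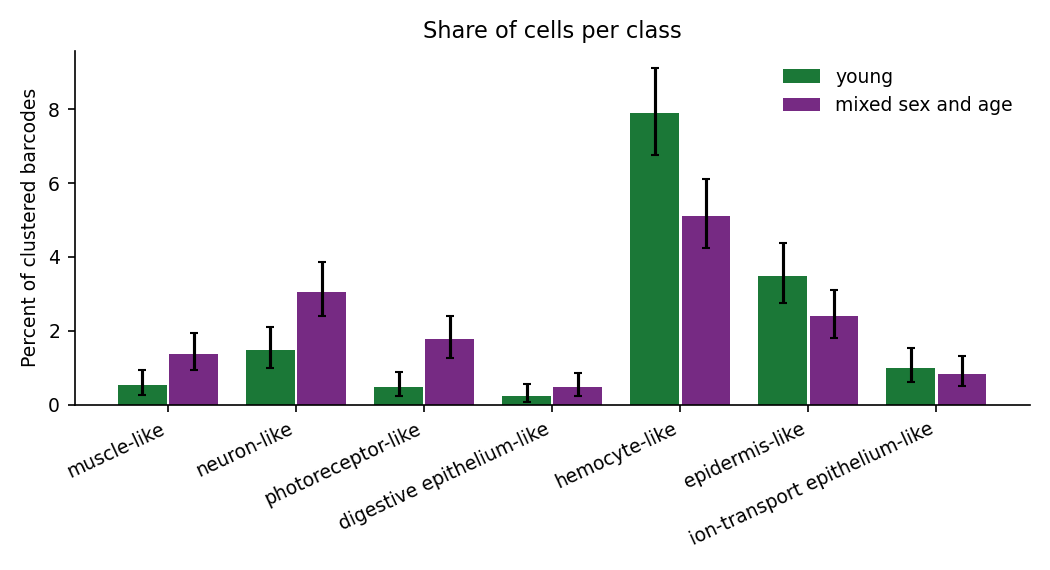
Percent of clustered barcodes in each of the 7 named classes, for the young sample (2093 cells) and the mixed sample (2252 cells), with exact 95% binomial intervals as error bars, which cover counting error only. Intervals of the 2 samples do not overlap for the neuron-like, photoreceptor-like and hemocyte-like classes, but each of these separations is lost when 1 library code is left out, and the direction for hemocyte-like cells depends on the naming rule.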

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

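The count in small barcodes was chosen after the cluster it concerns had been seen, and the test of its dispersion was written down before its value was seen. The cluster numbered 1 held 500 of the 698 clustered cells of the library codes MY1 and MY2. Its 10 leading genes were also counted in barcodes with under 500 UMIs, which enter neither the sums nor the clusters of the report. There they made up 4284 CPM in MY1 (95% interval 4070 to 4505) and 4750 CPM in MY2 (95% interval 4555 to 4950). The highest value in any other code was 925 CPM, in F4W, and the young codes had from 38.5 to 47.7 CPM. In kept barcodes the same genes had 5258 CPM in MY1 and 6271 CPM in MY2.

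Free RNA from broken cells, alike in every droplet, is a candidate explanation for the signal in small barcodes. It predicts counts that vary between barcodes as Poisson counts do, a dispersion of 1. A value under 1.5 in both codes was to count for it and a value above 2 in both codes against it. Over barcodes of 200 to below 500 UMIs the dispersion was 2.01 in MY1 and 1.74 in MY2. Both are above 1 and neither outcome was met. The same 10 genes had a dispersion of 2.98 in FYH and 2.42 in FO1, where they are scarce, so a value above 1 is not particular to MY1 and MY2. In the young codes it was 0.940 to 1.06, but they had only 0.0105 to 0.0136 counts of these genes per barcode. Ribosomal protein genes, thinned to as few counts after the values were seen, had 0.967 to 1.01 in these codes. The young values are therefore no contrast to MY1 and MY2. Ribosomal protein genes had 8.25 in MY1 and 6.61 in MY2, but they are more abundant (16.6 and 15.1 counts per barcode against 1.63 and 1.60), and dispersion grows with the counts of a set. Thinned to as many counts, a comparison added after the values were seen, they had 1.74 and 1.60. Free RNA and small cells of this kind cannot be told apart by this test. The labels say that the sample mixes sexes and ages, and such a difference between library codes stays open and untested.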

How the results depend on the processing

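Leaving out library codes in turn, adding up genes with a shared EVG identifier, leaving out the cluster mostly of Y2 and naming clusters without the condition on leading genes were alternatives chosen after the data were seen; the others were fixed before the data were examined. The tests planned between library codes were not made, so leaving out each named library there, DESeq2 in place of edgeR and the missing filter on low counts were not run for them. No paired analysis was possible because each group had 1 sample.

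The minimum of UMIs changed most values. At 300 UMIs there were 5019 young and 3964 mixed barcodes, a ratio of 0.790 in place of one above 1, with medians of 444 and 572 UMIs (ratio 1.29) and, thinned to 300, of 211 and 232 genes. At 1000 UMIs there were 807 and 1034 barcodes (ratio 1.28), with medians of 1552 and 1621.5 UMIs (ratio 1.04) and, thinned to 1000, of 594 and 645 genes. The higher pooled median of genes in the mixed sample kept its direction at all 3 depths, but not every mixed code shared it. Thinned to 1000, FYB (585 genes) and FYH (527 genes) lay below the young median of 594. The other mixed codes lay above it, from 622 (FO2) to 766 (MY2).

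The count of genes past 4-fold was 1982. It was 4262 over every deposited barcode, where the 2 matrices have different lower limits, and 3239 both with a minimum of 10 counts and with no minimum, where more genes were tested or could pass. The other settings gave from 1418 to 2500, of which the DESeq2 size factors gave 1912 (849 higher, 1063 lower) and TMM 1907. Across the 10 fits that each left out a library code the count ran from 1638 to 2067; the lowest was without MY2, with 750 higher and 888 lower. Pearson r, 0.398, was 0.359 at 300 UMIs, 0.433 at 1000, 0.377 over every barcode, 0.583 with a minimum of 10 counts, 0.271 with a pseudocount of 0.1, 0.449 with shared identifiers added up, and from 0.293 to 0.442 with a code left out. The cause of these shifts was not tested.

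Of 50 differences in class shares under the 8 alternatives, 42 stayed within the interval. At 300 UMIs the direction changed for photoreceptor-like (-1.17 percentage points), hemocyte-like (0.467) and epidermis-like cells (2.71). The epidermis-like difference was also 5.55 at resolution 0.5 and -6.04 at 1000 UMIs. The photoreceptor-like difference was 0.533 at resolution 2, with joint scaling and with 1000 variable genes. The cause was not tested. Neuron-like clusters were named under 4 of the 8 alternatives only. With a code left out, the differences ran from -0.0908 to 1.18 points for muscle-like, 0.738 to 2.13 for neuron-like, 0.439 to 1.96 for photoreceptor-like, 0.163 to 0.372 for digestive-epithelium-like, -4.65 to -0.750 for hemocyte-like, -2.36 to -0.599 for epidermis-like and -0.313 to -0.00211 for ion-transport-epithelium-like cells. The ion-transport-epithelium-like difference, whose interval includes 0, was positive at 300 UMIs (0.0224), at 1000 UMIs (0.112), at resolution 0.5 (0.0551) and with joint scaling (0.274). Without the cells of the cluster mostly of Y2 the hemocyte-like difference was -4.75 points, below its interval, and the other 6 stayed within theirs, such as 1.21 for neuron-like and -1.96 for epidermis-like cells. Leaving out the cluster mostly of MY1 and MY2, which would raise the mixed shares, was not tried. Of 28 ratios of doublesex and globin genes under other minimums, sums over every barcode and TMM, 18 stayed within the interval, and 0 of those whose interval excluded equal levels changed direction. With a code left out, the ratio of DAPMA1EVG024847 ran from 0.591 to 11.5 and changed direction without FYB; that of DAPMA1EVG022505 ran from 0.0690 to 1.30, of DAPMA1EVG016677 from 0.145 to 0.266, of DAPMA1EVG027480 from 1.01 to 2.94 and of DAPMA1EVG027481 from 2.14 to 5.74. Without the condition on leading genes, 2 more clusters were hemocyte-like. The hemocyte-like difference then changed direction to 5.01 points because cluster 7 is mostly of the mixed sample, where FYB held 151 of its 170 cells. Under the same naming the digestive-epithelium-like difference was 0.476 points.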

Other observations

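The tests of ribosomal protein genes, of counts per barcode and of shares at different depths, of the highest totals, of the cluster of Y2 cells and of the batch of MY1 and MY2 were chosen after the result was seen. The tests of shared identifiers, of barcodes of at least 2000 UMIs, of clustering without leading genes and of clustering at equal depth were written down before their values were seen.

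The 889 genes lower in the mixed sum may owe much of their level in the young sample to free RNA in the droplets. The mean counts of these genes at 2000 or more UMIs were 1.11 times those at 500 to below 1000 UMIs, while those of the other tested genes were 5.51 times. In the mixed sample the genes higher there showed no such difference, at 3.96 times against 3.97 times for the other genes. Below 500 UMIs the counts of the 889 genes did rise with the total, from 15.4 per barcode at 20 to below 50 UMIs to 143 at 200 to below 500, where they made up 47.4% to 54.4% of all counts, so a load alike in every droplet is not what was found. The median gene of the set had a share of counts 3.18 higher on the log2 scale in barcodes of 100 to below 200 UMIs than in barcodes of at least 2000, against -1.70 for all tested genes. A test written down beforehand took it that fewer than 50% of the genes would stay over 4-fold lower among barcodes of at least 2000 UMIs if free RNA were the cause, and 77.9% did (546 of 701). This test decides nothing, which was recognised only after its value was seen: the 889 genes still held 9.12% of the young counts there and 1.13% of the mixed counts, so many would stay past 4-fold even if all of their young counts were free RNA. The explanation stays a hypothesis. The RNA's origin was not tested, nor was a difference in age or sex between the animals.

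Genes that share an EVG identifier were more often past 4-fold (39.8%). Their sequences were not compared, and some with 1 identifier carry different symbols. Reads placed on different genes of 1 identifier in the 2 samples are not the whole explanation, because 20.5% of genes with an identifier of their own were past 4-fold too, and 74.9% of the past genes with a shared identifier stayed past after their counts were added up. Similar genes with different identifiers were not tested and stay open.

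Ribosomal protein genes, which every cell uses, mostly kept together between the samples, with a median log2 ratio of 0.34 over 63 genes, but 4 of them (6.35%) lay over 4-fold from that median, all higher in the mixed sum. RPL28/RPL28 (DAPMA1EVG021996) had 0 counts in the young sum and 1491 in the mixed sum, and RPLP2/RPLP2 (DAPMA1EVG023860) had 166 and 3597; RPLP1 carries the same identifier, so the counting could have split reads between them. RPL17/RPL17 (1 and 84 counts) and RPS27A/RPS27A (2 and 54) had few counts. Between codes of different samples 1.69% to 6.56% lay so far apart (median 3.33%), between mixed codes 0% to 1.67% and between the 3 pairs of young codes 0%, so the ranges almost meet and the pairs differ by few genes. A difference in which gene models the reads of the 2 samples were counted for is a candidate explanation that was not tested apart from the values that prompted it, so it stays open. Sequence differences between the animals and the reference were not tested and stay open, so a gene at 0 in 1 sample may not be a silent gene.

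The highest totals per barcode were 4480 UMIs in the young sample and 4329 in the mixed sample, and 8 of the 10 codes had a highest total of 4000 or more. Barcodes of 4000 to below 4500 UMIs numbered 43 (95% interval 31.1 to 57.9), where an exponential fall from 2000 to 3500 UMIs gives 27.3. None had 4500 or more, where it gives 35.6. A limit on the number of different UMIs a barcode can show would need a pile-up with an abrupt end. The end was found, but the pile-up over both samples together fell short of the criterion first set for it, a chance under 0.001. A looser criterion, the interval lying above the expected number, would be met but was tried after the value was seen and was not adopted, so such a limit stays open. The samples differ, which was also looked at afterwards. In the young sample 21 barcodes had 4000 to below 4500 UMIs, 17 of them in the upper of 2 equal bins, where its own fall gives 5.09 and 2.05; that is far beyond the criterion, but the fall gives only 4.27 at 4500 or more. In the mixed sample there was no pile-up, with 22 where its fall gives 25.7, but none at 4500 or more where it gives 46.5. A strict limit at the 4096 sequences of 6 bases is excluded, since some totals are above it. The highest count of a single gene in a barcode was 131 in both samples. No biological explanation was tested.

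The cluster numbered 3 held 422 cells, of which 76.1% came from Y2, and 57.7% of all Y2 cells. Its median was 614 UMIs. The summed profile of its Y2 cells correlated across genes with Y2 barcodes of 20 to 99 UMIs at r = 0.766, and that of the other Y2 cells at 0.442, both thinned to 219348 counts. These barcodes may therefore be droplets with free RNA rather than cells, which would lower the number of cells in the young sample. The cluster held 420 of the 2093 young cells (20.1%), so all young shares of cells would change, and without it the neuron-like share would be 1.85% in place of 1.48%. A difference between the animals behind the codes was not tested and stays open.

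The cluster numbered 1 held 521 cells, of which 96.0% came from MY1 and MY2. It held 65.4% of MY1 cells, 339 of the 452 MY2 cells, at most 1.38% of the cells of any other mixed code and at most 0.484% of those of any young code. Its leading genes were DAPMA1EVG022996 without a symbol, SMC3/SMC3 (DAPMA1EVG026726) and FHIT/NITFHIT (DAPMA1EVG018190). Markers of proliferating cells and of the germline were found in equal number (3 each), so it was not named. The 3 clusters made up mostly of these codes held 81.5% of their cells, and the other 18.5% (25.6% of MY1 and 14.6% of MY2 cells) lay in 16 clusters made up mostly of other codes. That argues against a batch effect that sets every cell of these libraries apart, but one that acts on part of the cells stays open, and batch and animals cannot be told apart here. A few genes are not enough to explain it: without the 1776 genes over 4-fold higher in these cells (with at least 10 counts, a minimum added after a first run had removed far more genes through the floor), 98.6% of the cells still fell into 1 cluster, and 95.4% of that cluster came from MY1 and MY2. Depth is not either, since 99.6% fell together with every cell thinned to 500 UMIs, in a cluster of 557 cells of which 90.1% came from MY1 and MY2. A cell population particular to the animals behind these codes is a hypothesis that stays open; the labels name sex and age as differences within the mixed sample and do not say which codes they belong to.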
